# Vapor Cannabis Exposure Promotes Genetic Plasticity in the Rat Hypothalamus

**DOI:** 10.1038/s41598-019-53516-4

**Published:** 2019-11-14

**Authors:** Julianna N. Brutman, Shuwen Zhang, Pique Choi, Yangzi Zhang, Meagan J. Stotts, Jennifer Michal, Zhihua Jiang, Jon F. Davis

**Keywords:** Behavioural genetics, Gene expression profiling, Hypothalamus

## Abstract

It is well established that cannabis use promotes appetite. However, how cannabis interacts with the brain’s appetite center, the hypothalamus, to stimulate feeding behavior is unknown. A growing body of evidence indicates that the hypothalamic transcriptome programs energy balance. Here, we tested the hypothesis that cannabis targets alternative polyadenylation (APA) sites within hypothalamic transcripts to regulate transcriptomic function. To do this, we used a novel cannabis vapor exposure model to characterize feeding in adult male Long Evans rats and aligned this behavioral response with APA events using a Whole Transcriptome Termini Sequencing (WTTS-Seq) approach as well as functional RNA abundance measurements with real-time quantitative polymerase chain reactions. We found that vapor cannabis exposure promoted food intake in free-feeding and behaviorally sated rats, validating the appetite stimulating properties of cannabis. Our WTTS-Seq analysis mapped 59 unique cannabis-induced hypothalamic APAs that occurred primarily within exons on transcripts that regulate synaptic function, excitatory synaptic transmission, and dopamine signaling. Importantly, APA insertions regulated RNA abundance of *Slc6a3*, the dopamine transporter, suggesting a novel genetic link for cannabis regulation of brain monoamine function. Collectively, these novel data indicate that a single cannabis exposure rapidly targets a key RNA processing mechanism linked to brain transcriptome function.

## Introduction

Cannabis is the most widely used illicit substance worldwide^1^ and its recent legalization has brought into question both its therapeutic potential and abuse liability^2–6^. The appetite stimulatory effects of cannabis are well established^7–9^ and have been harnessed to combat anorexia in some patient populations^10–13^. Thus, a better understanding the biological mechanisms that regulate cannabis-induced feeding is necessary to improve treatment options for patients suffering from inappetence. In this context, the hypothalamus is the central nervous system (CNS) region that integrates metabolic information with internal need to regulate appetite and energy balance^14,15^. Within the hypothalamus, genetic programming events regulate food intake and energy balance^16–20^. Separate from genetic imprinting, dynamic changes in mRNA expression patterns within hypothalamic neurons are recognized as powerful processes that regulate food intake and body weight^16–24^. Recent work indicates that the transcriptional reorganization of gene networks offers a means to direct information flows from the genome to behavioral feeding phenotypes^24,25^.

Specifically, new evidence indicates that alternative polyadenylation (APA) of mRNAs, an RNA processing mechanism that generates 3′ termini on transcripts, is a key genetic mechanism that regulates mRNA abundance and localization, and as a result, the biological function of neurons^22,24,25^. Accordingly, this improved understanding of APA biology has led to its use as a biomarker for behavioral disorders and a measure of effectiveness for pharmacotherapies used to mitigate these conditions^26–31^.

In the present study, we hypothesized that cannabis exposure would induce rapid changes in APA to regulate hypothalamic transcriptome function. To address this question, we used a novel plant matter vapor cannabis delivery system in tandem with a Whole Transcriptome Termini Site Sequencing (WTTS-Seq) approach to profile dynamic transcriptional changes within the hypothalamus in male Long-Evans rats. We incorporated assessment of homeostatic and hedonic appetite, analysis of differentially expressed APA events, protein-protein interaction networks, and RNA abundance measures to create an integrative genomics model for cannabis exposure in the hypothalamus. Our results indicate that vapor cannabis exposure promotes increased feeding behavior in the free feeding condition and following behavioral satiation.

In a separate study, we determined that vapor cannabis exposure reduced APA events on transcripts that regulate synaptic function and excitatory synaptic transmission within the hypothalamus. Notably, this observation occurred 1 hr following cannabis exposure, a timepoint aligned with feeding behavior in our model. Biological replication studies indicated that cannabis-induced APA events were functional to alter RNA abundance of Slc6a3, the rat dopamine transporter. In combination, these data highlight APA as a genetic mechanism with rapid restructuring properties that contributes to hypothalamic transcriptome function following cannabis exposure.

## Results

### Cannabis increases food intake in free-feeding rats

For the present study, we created a new cannabis exposure chamber to conduct the trials (Fig. 1A). We observed that cannabis exposure significantly increased chow intake in free-feeding rats. Specifically, our dose response determined that vaporized exposure to 800 mg of cannabis produced significant increase in standard chow intake (p < 0.05) relative to air-treated controls (Fig. 1B). Furthermore, rats receiving the behaviorally-relevant dose of 800 mg displayed elevated levels of plasma THC at 10 min (35.54 ± 9.51 ng/mL; F_1,6_ = 7.4419, p = 0.0343), 30 min (28.94 ± 5.02 ng/mL; F1,6 = 19.0266, p = 0.0048), and 60 min (21.80 ± 2.75 ng/mL; F_1,6_ = 14.7686, p = 0.0085) in comparison to air-exposed controls that displayed undetectable levels of THC.

**Figure 1:**
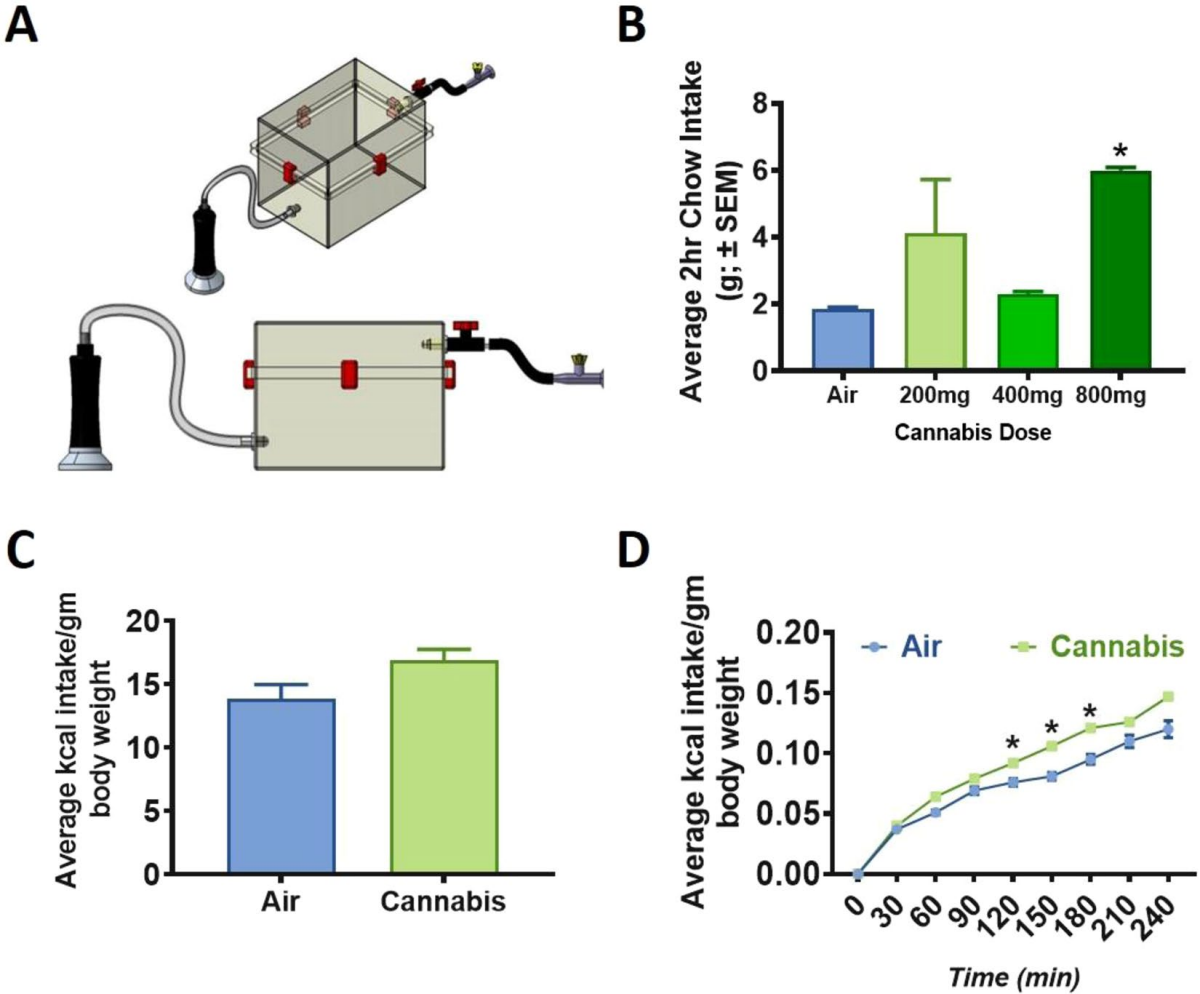
Cannabis Vapor Chamber Design, Feeding Dose Response, and Enhanced Hedonic Feeding. (**A**) Vaporized cannabis was delivered to a positive ventilated rat chamber (Allentown, box dimensions 14 in x 10 in x 7 in; lid dimensions 14 in x 10 in x 2.5 in) via plastic tubing affixed to the VapirRise 2.0 (Vapir, CA) with a plastic 3D-printed union and the cage with a custom designed port. A fan on the vaporizer drives aerosolized cannabis into the chamber during testing at a flow rate of less than 1 L/min. Vaporized cannabis is exhausted with a house vacuum system and chambers were thoroughly cleaned with 70% ethanol between sessions. A plastic stopcock controls the flux of air into and out of the chamber. (**B**) A one-way ANOVA indicated that free-feeding rats receiving 800 mg of cannabis vapor displayed increased feeding behavior (F_1,14_ = 12.6511, p = 0.0032). In contrast, food intake in rats that received 200 or 400 mg of cannabis vapor did not differ significantly from air-exposed controls. (**C**) 2 hr re-feeding on chow prior to air or cannabis exposure did not differ between groups. (**D**) Following behavioral satiation, cannabis exposure led to significantly increased cumulative consumption of Ensure indicating that this manipulation augmented hedonic feeding behavior. Ensure intake in cannabis exposed rats was significantly different from air-exposed rats at 120 min (F_1;14_ = 4.642, p = 0.0491), 150 min (F_1;14_ = 8.0542, p = 0.0132), and 180 min (F_1;14_ = 5.6319, p = 0.0325). There were no significant differences in Ensure intake before or after these time points.

### Cannabis exposure augments hedonic food intake

Preclinical work indicates that THC injection enhances the hedonic properties of sucrose in male rats^32^. These findings are consistent with clinical reports indicating that patients using cannabis prefer to eat palatable foods^7,33^. In the present study, vapor cannabis exposure induced significant feeding from a palatable liquid diet in sated rats (p < 0.05; Fig. 1C,D). As per previous reports utilizing the dessert effect paradigm, total chow intake was negligible and did not differ between control and experimental rats over the 4 hr time course of Ensure access^34,35^. Importantly, hedonic intake of Ensure was significantly increased following vapor cannabis exposure, an effect that emerged 120 min following exposure and persisted for 60 min. Collectively, these data indicate that vapor cannabis exposure stimulates feeding in the presence or absence of caloric need.

### Cannabis-induced differentially expressed APAs at conventional and non-conventional RNA sites

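Whole transcriptome termini site sequencing (WTTS-Seq) reads the 3′ ends of polyadenylated RNA, so that each read marks 1 alternative polyadenylation (APA) site. The files hold 8 libraries of hypothalamic RNA, from 4 rats exposed to vaporized cannabis and 4 air-treated controls, with tissue collected 1 hr after a 10 min exposure. The cannabis plant matter held 7.8% THC and 0.5% CBD. By the labels the controls are replicates 1, 2, 3 and 4 and the cannabis-exposed rats are replicates 1, 2, 3 and 5. The paper gives 8 rats per group for the cohort and reports 8 sequenced libraries, the number held in the files. For each library the authors deposited a normalized count per APA site, which is the number of reads on the site divided by a size factor of the library. Every value was, to within 0.00012 reads, a whole multiple of the value of 1 read in its library. That value was from 0.664 to 1.99 normalized counts, and the reads were recovered from these steps. The air-treated controls had 3271380, 1941129, 3399252 and 1159811 reads on sites, with a median of 2606254.5. The cannabis-exposed rats had 1919709, 3706778, 2286755 and 3050102 reads on sites, with a median of 2668428.5. The share of sites without a read was from 3.32% to 26.13% of the sites of a library and was highest in air control replicate 4, which also had the fewest reads. Differences between groups were tested with limma on log2(normalized count + 1) with a mean-variance trend, and a fold change on this scale understates the change of sites with low counts. All 98356 sites in the files were tested. The lowest number of reads on a site, summed over the 8 libraries, was 16, and 5445 sites had exactly that number. The median site had 34 reads over the 8 libraries. When the cutoff of 16 reads had to be reached within a single library, 32212 sites remained.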

Using 16 reads per site as a cutoff, we identified a total of 98,356 APA sites expressed in the hypothalamus (Table S1). 

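Of the 98356 APA sites in the files, 64313 (65.39%) carried a gene symbol and 34043 did not. The sites with a gene symbol held 86.06% of all 20734916 reads on sites, and from 83.91% to 87.95% of the reads of single libraries. They belonged to 18003 gene symbols, of which 7026 had 1 site and 10977 (61.0%) had at least 2 sites. The gene assignment was read as the authors made it with Cuffcompare.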

Among them, 64,313 APA sites were assigned to the currently annotated genes in rat. 

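In the limma fit of the 98356 sites, 375 had P under 0.01, of which 254 were lower and 121 higher in cannabis-exposed rats than in air-treated controls. The median log2 fold change was -1.956 among the sites that were lower and 1.848 among those that were higher. Of these 375 sites, 247 had a mean of fewer than 10 normalized counts, and in 234 every cannabis library lay on the same side of every control library. A threshold of 0.01 on 98356 tests would by itself let through 984 sites if every test were null and independent. After Benjamini-Hochberg adjustment 1 site had an adjusted P under 0.1 in limma. With the replicate number as a block, a pairing taken from the labels, limma gave 229 sites, 148 lower and 81 higher, and 7 with an adjusted P under 0.1. Libraries with the same replicate number did not deviate together, as the mean correlation of their deviations across sites was -0.0507 over 3 pairs, against 0.0167 over 13 pairs with different numbers. With each library left out in turn, the number of sites ranged from 227 without cannabis replicate 5 to 617 without air control replicate 3. Without air control replicate 1, 90 sites were lower and 141 were higher, so that the direction of the excess changed. A filter chosen after the files arrived, a mean of at least 10 normalized counts, left 22164 sites, of which 44 had P under 0.01 in limma. Of the 309 sites in Table S2, all had the same direction in limma and 193 had P under 0.01. The paper chose these sites in the same libraries, so equal directions are no independent support.

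**Figure D1:**
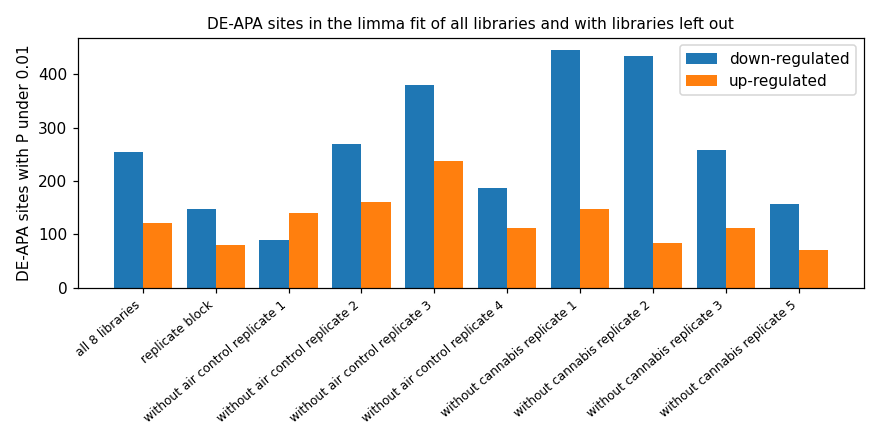
Number of DE-APA sites with P under 0.01 in limma (y axis) for the fit of all 8 libraries, the fit with the replicate number as a block and the 8 fits that each leave out 1 library (x axis). Blue bars are sites lower and orange bars sites higher in cannabis-exposed rats. The lower sites number 254 with all libraries and 90 without air control replicate 1, the only fit where the orange bar is taller.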

With P < 0.01, 309 differentially expressed APA (DE-APA) sites were identified, including 243 down-, but only 66 up-regulated in rats with cannabis exposure as compared to air-treated controls (Table S2). Among them, 138 down- and 50 up-regulated DE-APA sites are associated with genes. 

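In the same limma fit, 215 of the 375 sites with P under 0.01 carried a gene symbol, 132 lower and 83 higher in cannabis-exposed rats. The lower sites belonged to 128 gene symbols and the higher sites to 82. With the replicate number as a block the counts were 105 and 56. Leaving out air control replicate 1 gave 51 lower and 98 higher sites. The lower sites moved most, to 22, when sites with a mean under 10 normalized counts were left out, a filter chosen after the files arrived, which gave 9 higher sites. By difference in count the higher sites moved most without air control replicate 3, to 166, and by ratio most with the mean filter, to 9.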

The Cuffcompare program (version 2.2.1) classified these sites into six types: exonic (Ex-, confined in exonic regions), distal (Di-, transcript ends), extended distal (Edi-, located within 2 kb downstream of reference transcripts), extended exonic (Eex-, extended from exonic regions to intronic regions with at least 10 bp), intronic (In-, completed in the intronic regions), and antisense APA (An-DE-APA, exonic regions, but with opposite direction) sites, respectively. While the former three types are considered as the conventional APA sites, the latter three are considered non-conventional APAs and thus their usage frequencies significantly differed between down- and up-regulated DE-APA sites (P = 0.0188). 

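The location class of a site was given only in Tables 1, S1 and S2, and only part of Table S1 was available here. Of the 215 gene sites with P under 0.01 in limma, 123 (57.2%) had a class, under the 80% set for this check, so a class comparison of the limma sites is void. For those 123 sites, conventional classes made up 24 of 88 lower sites (27.3%, 95% Wilson confidence interval 19.1 to 37.4) and 15 of 35 higher sites (42.9%, interval 28.0 to 59.1), with P = 0.132 by Fisher's exact test. For the sites the paper lists in Table S2, each found in the files by its symbol and its 8 values, conventional classes made up 36 of 138 down-regulated sites (26.1%, interval 19.5 to 34.0) and 22 of 50 up-regulated sites (44.0%, interval 31.2 to 57.7). Fisher's exact test gave P = 0.0214 on these counts, and a chi-square test without continuity correction gave P = 0.0188. From the difference between the classes of down- and up-regulated sites, the paper concludes that their usage frequencies differed.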

As shown in Fig. 2A, the down-regulated DE-APA sites favored more intronic sites (increased by 18%), but less exonic sites (decreased by 11%) and sites (decreased by 7%) than the up-regulated DE-APA sites. 

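By the classes in Table S2, 96 of 138 down-regulated sites were intronic (69.6%, 95% Wilson confidence interval 61.4 to 76.6) and 26 of 50 up-regulated sites (52.0%, interval 38.5 to 65.2), a difference of 17.6 percentage points. Exonic sites were 24 of 138 (17.4%, interval 12 to 24.6) and 14 of 50 (28.0%, interval 17.5 to 41.7), a difference of -10.6 points. Distal sites were 7 of 138 (5.1%, interval 2.5 to 10.1) and 6 of 50 (12%, interval 5.6 to 23.8), a difference of -6.9 points. The intervals of the down- and up-regulated sites overlapped for each of the 3 classes, which is not a test of the differences. Among the limma sites with a known class, 61 of 88 lower sites (69.3%) and 19 of 35 higher sites (54.3%) were intronic. The paper reads these shares as a preference of down-regulated sites for introns.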

Using “GO Biological Processes” and all DE genes expressing these DE-APA sites, the Metascape program enriched 16 down- and 4 up-regulated pathways induced by cannabis exposure (Fig. 2B).

**Figure 2:**
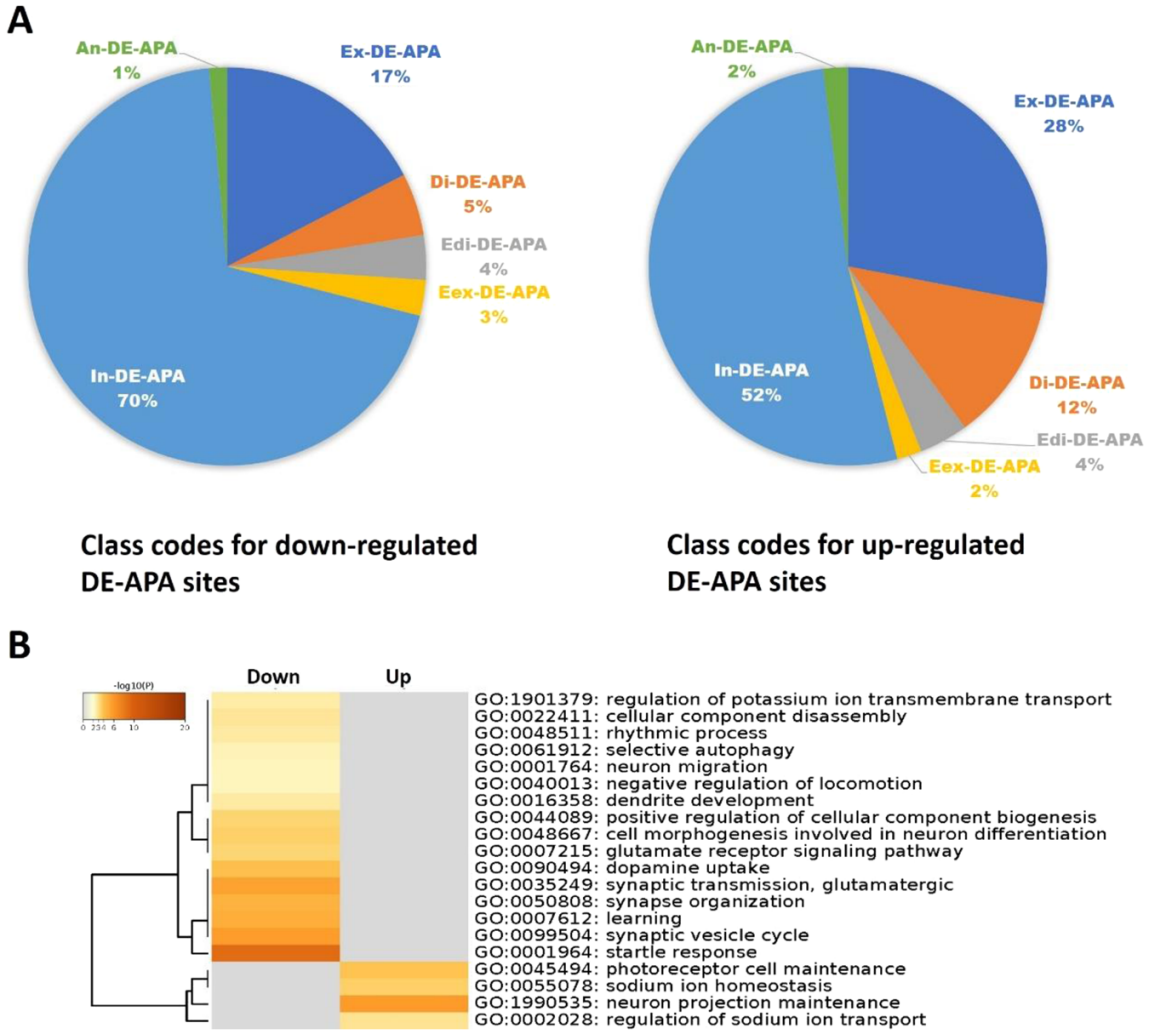
Characterization of down- and up-regulated DE-APA sites induced by cannabis exposure. (**A**) Within-gene locations defined are further classified into two groups: conventional APA sites located in exonic (Ex-DE-APA), distal (Di-DE-APA) or extended distal (Edi-DE-APA) regions; and non-conventional APA sites derived from extended exonic (Eex-DE-APA), intronic (In-DE-APA) and antisense (An-DE-APA) regions. Interestingly, these two groups of DE-APA sites were distributed differently (P = 0.0188). (**B**) DE-APA genes associated with 138 down- and 50 up-regulated DE-APA sites were used to enrich pathways using the Metascape program^8^. Our functional ontology revealed that cannabis exposure impacted DE-APAs on gene networks implicated in (**1**) learning impairment, (**2**) memory, (**3**) mood, (**4**) movement, (**5**) sensory perception, and (**6**) cognition.

### Cannabis exposure rapidly reduced APA events on hypothalamic transcripts

Vapor cannabis exposure rapidly altered APA on a collection of hypothalamic mRNA transcripts whose functional proteins broadly regulate synaptic function. Specifically, after filtration and *in silico* validation to confirm all valid differentially expressed APAs, 59 differentially expressed APAs (p < 0.01) were present in cannabis-exposed rats relative to air controls (Table 1). 

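The 59 sites of Table 1 were matched to Table S2 by symbol and P, and from there to the files by symbol and the 8 values. A match was found for all 59. Their mean reads per group, not used in the matching, equalled the means of the recovered reads at all 59. In the limma fit all 59 had the direction given in the paper, 37 had P under 0.01 and 50 had P under 0.05. The paper chose these sites in the same libraries, so equal directions are no independent support. The highest P was 0.224. Slc6a3 was the only site of the 59 with an adjusted P under 0.1 in limma, and 4 of the 59 have an adjusted P under 0.1 in Table S2 by the paper's own values. In 34 of the 59 sites every cannabis library lay on one side of every control library, which gives the smallest P that an exact permutation test of 4 against 4 rats allows, 0.0286. At 27 sites the mean was under 10 normalized counts in both groups, and at 16 it was at least 10 in both. P was under 0.01 in all 8 fits that left out 1 library at 16 sites and in none of them at 7 sites. With the replicate number as a block, 24 of the 59 sites had P under 0.01 in limma, and without air control replicate 1 the number was 21. It was lowest, 15, when sites with a mean under 10 normalized counts were not tested, a filter chosen after the files arrived.

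**Figure D2:**
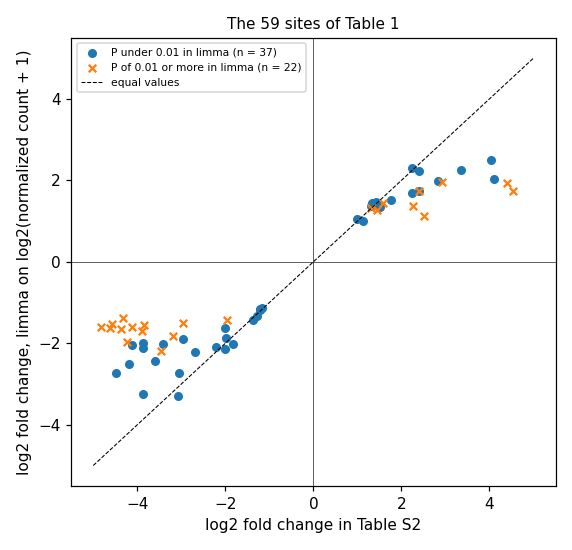
Log2 fold change of cannabis-exposed rats against air-treated controls at the 59 sites of Table 1, as given in Table S2 (x axis) and from limma on log2(normalized count + 1) (y axis). Circles are the 37 sites with P under 0.01 in limma, crosses the other sites, and the dashed line marks equal values. All sites keep their direction, and many sites with large values in Table S2 lie nearer to 0 in limma, with a median absolute log2 fold change of 1.74 against 2.84 in Table S2.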

Based on log2 fold changes, vaporized cannabis stimulated increased APA on 24 differentially expressed APAs and in contrast 35 differentially expressed APAs were down-regulated. 

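Of the 59 sites, 24 were higher and 35 lower in cannabis-exposed rats. P was under 0.01 in limma at 15 of the higher sites and 22 of the lower sites. Log2 fold changes in limma ranged from -3.30 to 2.49. The sites with the most reads among the higher ones were in Avp and Oxt. The Avp site, a distal site on chromosome 3 of Rnor_6.0 from 123117467 to 123117504, had 4934 ± 1383 normalized counts (SD, n = 4) in cannabis-exposed rats and 1952 ± 996.1 (SD, n = 4) in controls. The log2 fold change at Avp was 1.442 (standard error 0.283, P = 4.51e-05 and adjusted P = 0.634 from limma, P = 0.0286 by the exact permutation test). The Oxt site, a distal site on chromosome 3 from 123107465 to 123107803, had 1193 ± 343.0 (SD, n = 4) and 595.7 ± 243.7 (SD, n = 4) normalized counts, and the 2 groups overlapped. Oxt had a log2 fold change of 1.051 (standard error 0.280, P = 0.00116 from limma, P = 0.0571 by the exact permutation test), and of 0.955 with the replicate number as a block. In the limma fit of gene totals, where Oxt has 1 site, P was 0.00297, and 0.019 with the block, no longer under 0.01. Among the lower sites, the intronic Ctnna2 site on chromosome 4 from 108356681 to 108356696 had 0.192 ± 0.384 (SD, n = 4) normalized counts in cannabis-exposed rats and 4.748 ± 3.446 (SD, n = 4) in controls, with at most 1 read in a cannabis library and at most 12 in a control library. The log2 fold change at Ctnna2 was -2.051 (standard error 0.694, P = 0.00743 from limma), with P = 0.0571 by the exact permutation test. A pseudocount of 0.1 in place of 1, tried after the files arrived, moved this value to -4.357. From the signs of the fold changes, the paper concludes that cannabis increased APA at 24 sites and reduced it at 35.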

Two main pathway clusters further defined differentially expressed APAs induced by cannabis exposure: **1)** behavioral response and **2)** synaptic function (Fig. 3A).

**Table 1:** Table of the 59 most significantly up- and down-regulated differentially expressed APA sequences as determined by the Metscape analysis.

Gene Symbol	Biotype	Class Code	Average Reads Air Control	Average Reads CPM Exposed	p-Value
*Slc6a3*	mRNA	Intronic	290.75	37.25	4.01E-11
*En1*	mRNA	Distal	33.5	4.5	9.67E-08
*LOC108352127*	lncRNA	Distal	25.75	2	2.11E-06
*Pcdh9*	mRNA	Intronic	13.25	69.75	4.04E-06
*Th*	mRNA	Distal	323.75	139.5	7.27E-05
*P3h3*	mRNA	Distal	90.5	25.25	0.000111599
*Il1rapl1*	mRNA	Intronic	11	0.5	0.000187807
*Cck*	mRNA	Distal	126.25	59	0.000222467
*Ptms*	mRNA	Extended Exonic	700.5	331	0.00026513
*Chgb*	mRNA	Exonic	37.25	3.25	0.000389995
*Zfp717*	mRNA	Exonic	0.5	9.75	0.000581046
*Ccsap*	mRNA	Exonic	8.25	0.75	0.000678713
*Nrxn1*	mRNA	Intronic	45.5	13.5	0.000815366
*Tmem130*	mRNA	Exonic	3.5	19	0.000995052
*Grid2*	mRNA	Intronic	8.75	0.5	0.001282604
*Avp*	mRNA	Distal	2006.5	5559.75	0.001406465
*Ntm*	mRNA	Exonic	1.25	14.25	0.001458359
*Pvalb*	mRNA	Exonic	121.25	50.5	0.002598358
*Gprasp1*	mRNA	Exonic	10	1	0.002712193
*Ywhab*	mRNA	Extended Exonic	15.25	3.75	0.002865265
*Otud7b*	mRNA	Extended Exonic	5.75	0.25	0.002879665
*Ccdc186*	mRNA	Exonic	7	0.5	0.00311328
*Bcat1*	mRNA	Exonic	0.25	9	0.003400789
*Ctnna2*	mRNA	Intronic	4.75	0.25	0.003970525
*Pcdh9*	mRNA	Intronic	14	3.75	0.00435816
*Dctn1*	mRNA	Extended Exonic	5.25	28.5	0.00473107
*Mir1188*	miRNA	Extended Distal	5.75	0	0.004929709
*Pacsin1*	mRNA	Exonic	9.25	0.5	0.005254815
*Kif5a*	mRNA	Exonic	11.25	56.75	0.005269956
*Iqcb1*	mRNA	Intronic	0	4	0.005422377
*Lmo4*	mRNA	Exonic	1.75	12.5	0.005556857
*Ythdc1*	mRNA	Intronic	1	7.5	0.00575421
*Zfp407*	mRNA	Intronic	11.25	32.75	0.005813125
*LOC103690249*	lncRNA	Intronic	1.75	11	0.005940773
*Gabrb3*	mRNA	Intronic	4.25	0.25	0.005987257
*Arhgef9*	mRNA	Intronic	0	6	0.006142502
*Prkg1*	mRNA	Intronic	7.75	1	0.006209398
*Apc*	mRNA	Exonic	70	30.75	0.006312224
*Wipi2*	mRNA	Extended Distal	9	2.25	0.006429699
*Cntnap2*	mRNA	Intronic	7	0.25	0.006439209
*Drosha*	mRNA	Intronic	5.5	17.75	0.007340514
*Nbas*	mRNA	Intronic	9.75	28.75	0.007352915
*Patz1*	mRNA	Distal	16.75	41.5	0.007354928
*Rgs7*	mRNA	Intronic	7	0.75	0.007609581
*Zfp106*	mRNA	Exonic	13.5	1.75	0.00770108
*Cdh23*	mRNA	Exonic	1.75	9.75	0.007732982
*Ralgps1*	mRNA	Intronic	4	0	0.007786372
*Bsg*	mRNA	Distal	268.75	627	0.007791359
*Grin2d*	mRNA	Exonic	4.75	0	0.007994193
*Oxt*	mRNA	Distal	695.75	1446.75	0.008433266
*Zc3h13*	mRNA	Intronic	9.25	2.5	0.008545125
*Zfp106*	mRNA	Exonic	4.75	0	0.008732914
*LOC102555913*	lncRNA	Extended Distal	10.75	3.5	0.009126488
*RGD1307443*	mRNA	Exonic	8.5	25.75	0.009276461
*Map1a*	mRNA	Exonic	5	31	0.0094434
*Nrxn1*	mRNA	Exonic	3.75	0.25	0.009472235
*LOC686774*	mRNA	Extended Exonic	7.75	0.5	0.009647936
*Eif2d*	mRNA	Intronic	3.5	13.25	0.00979683
*Med13l*	mRNA	Exonic	21.5	57.5	0.00994487

Gene name, biotype, class code, and average reads between cannabis treatment and air treated controls are provided with p-value statistics.

**Figure 3:**
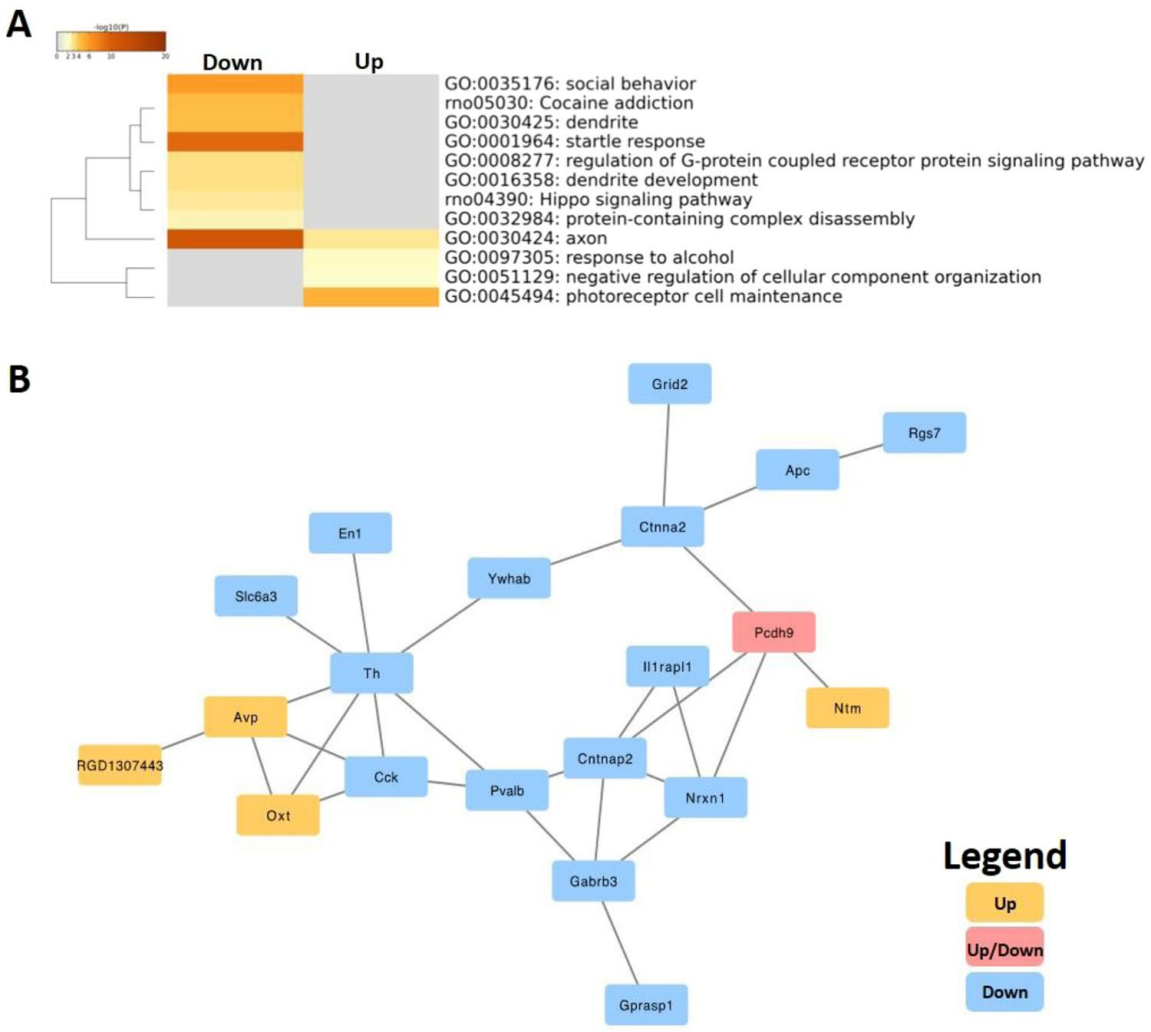
Gene pathway enrichment analysis for DE-APA protein coding genes and protein-protein interaction network of DE-APA related genes. (**A**) We identified 24 differentially expressed APAs exclusively up-regulated and 35 differentially expressed APAs lost or down-regulated in acute cannabis exposed rats. Terms with p-value (<0.01) were defined as significant pathways. Using this criteria cannabis exposed rats had two main pathway clusters down-regulated: (**1**) behavioral response and (**2**) synaptic function. (**B**) Yellow nodes represent transcripts with increased APA events, blue nodes represent gene transcripts with decreased APA events in cannabis exposed rats relative to air controls. The pink nodes indicate APA impacted gene transcripts with both up- and down- regulated pathway enrichment in response to cannabis exposure. Our functional protein-protein interaction (PPI) network mainly demonstrate enrichment of pathways from transcripts with decreased APA events, while we observed less pathway enrichment from gene transcripts with increased APA events.

### Predicted protein-protein interactions (PPI) from cannabis-induced differentially expressed APAs

The analysis of our functional PPI map of differentially expressed APA related transcripts revealed a primary enrichment of a rat protein “interactome” implicated in synaptic function (Fig. 3B). Notably, most of the functional pathways (15/24) were enriched for down-regulated APA following cannabis exposure. RNA transcripts implicated in the down-regulatory network included G-Protein coupled receptor (GPCR) transcripts such as Rgs7, Ywhab, and Gprasp1. 

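The Rgs7 site is intronic, on chromosome 13 of Rnor_6.0 from 93097227 to 93097251. It had 0.604 ± 0.424 (SD, n = 4) normalized counts in cannabis-exposed rats and 5.608 ± 4.317 (SD, n = 4) in controls, with at most 1 read in any cannabis library and from 1 to 17 reads in control libraries. Rgs7 had a log2 fold change of -1.828 (standard error 0.647, P = 0.010 and adjusted P = 1.00 from limma, P = 0.0286 by the exact permutation test). The Ywhab site is extended exonic, on chromosome 3 from 160395237 to 160395345, with 2.955 ± 2.957 (SD, n = 4) against 20.50 ± 24.84 (SD, n = 4) normalized counts. Its mean in controls rested on air control replicate 4, at 57.6 normalized counts, where the other controls had from 4.8 to 10.2. Across all libraries the log2 fold change was -2.218 (P = 0.00492 from limma, P = 0.0571 by the exact permutation test), but it was -1.000 with the replicate number as a block. The Gprasp1 site is exonic, on chromosome X from 106312087 to 106312152, with 0.850 ± 0.819 (SD, n = 4) against 9.052 ± 8.714 (SD, n = 4) normalized counts and overlapping groups. For Gprasp1 the log2 fold change was -2.029 (P = 0.00889 from limma, P = 0.0857 by the exact permutation test), and 2 of the 8 fits that left out 1 library kept P under 0.01. In controls these sites held on average 2.09% of the Rgs7, 2.64% of the Ywhab and 2.58% of the Gprasp1 reads. The Rgs7 total over all its sites had a log2 fold change of 0.167 (exact permutation test, P = 0.3429). For the totals of Ywhab and Gprasp1 it was 0.058 and 0.296 (exact permutation test, P = 0.6286 and 0.0857). The drop at these sites was therefore not seen in the gene totals. The paper places these transcripts in its down-regulated network on the strength of the reduced APA at these sites.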

In addition, we detected glutamatergic and GABAergic transcripts such as Grin2d, Grid2, and Gabrb3 as well as dopamine-related transcripts including TH and Slc6a3. 

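At the exonic Grin2d site, on chromosome 1 of Rnor_6.0 from 101822637 to 101822642, no read was found in the cannabis-exposed rats, and the controls had 3.903 ± 5.742 (SD, n = 4) normalized counts. Air control replicate 1 had 12.4, the other controls from 0.0 to 2.0. The log2 fold change was -1.615 (standard error 0.814, P = 0.0601 from limma), and the exact permutation test gave P = 0.1429, so the difference did not exceed the spread between rats. It was -0.905 without air control replicate 1. The pseudocount mattered most for these few reads, and at 0.1, a value tried after the files arrived, the log2 fold change of Grin2d was -3.762. For the dopamine-related transcripts, every control had more normalized counts than every cannabis-exposed rat, from 237.0 to 320.9 against 12.6 to 59.9 at the Slc6a3 site and from 267.2 to 372.8 against 72.0 to 172.8 at the Th site (exact permutation test, P = 0.0286 for each, the smallest that 4 against 4 rats allow).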

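The Cck site is distal, on chromosome 8 of Rnor_6.0 from 130120517 to 130120537, and had 49.53 ± 7.292 (SD, n = 4) normalized counts in cannabis-exposed rats and 114.2 ± 23.66 (SD, n = 4) in air-treated controls. Cck had a log2 fold change of -1.177 (standard error 0.339, P = 0.00226 and adjusted P = 1.00 from limma, P = 0.0286 by the exact permutation test), between -1.307 and -1.060 with each library left out. In a limma fit without the mean-variance trend, tried after the files arrived, its P was no longer under 0.01. The En1 site is distal, on chromosome 13 from 36537888 to 36537922, with 3.807 ± 1.004 (SD, n = 4) against 31.95 ± 12.35 (SD, n = 4) normalized counts, from 2 to 6 reads in cannabis libraries and 15 to 61 in control libraries. The log2 fold change of En1 was -2.718 (standard error 0.478, P = 1.11e-05 and adjusted P = 0.364 from limma, P = 0.0286 by the exact permutation test). Leaving out single libraries moved it between -2.956 and -2.534. Each of these genes had 1 site in the files. Both sites separated the groups completely.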

We also detected transcripts implicated in learning and synaptic development that included Cck and En1. Pcdh9 was the only protein identified with both up and down regulated differentially expressed APAs (Fig. 3B).

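The files hold 116 sites assigned to Pcdh9, of which Table 1 lists 2, both intronic on chromosome 15 of Rnor_6.0. The site from 77467622 to 77467641 rose from 13.45 ± 7.586 (SD, n = 4) normalized counts in controls to 62.79 ± 15.32 (SD, n = 4) in cannabis-exposed rats, a log2 fold change of 2.297 (standard error 0.463, P = 6.20e-05 and adjusted P = 0.747 from limma, P = 0.0286 by the exact permutation test). The site from 77559991 to 77560000 went from 13.11 ± 2.840 (SD, n = 4) to 3.436 ± 2.551 (SD, n = 4), a log2 fold change of -1.868 (standard error 0.550, P = 0.00267 from limma, P = 0.0286 by the exact permutation test). As a share of all Pcdh9 reads, the first site was 1.41% ± 0.80 in controls and 5.85% ± 1.35 in cannabis-exposed rats (SD, n = 4), and the second 1.38% ± 0.29 and 0.31% ± 0.23 (SD, n = 4). Both differences in share gave P = 0.0286 by the exact permutation test and 0.0531 after Benjamini-Hochberg adjustment over 13 site shares. All Pcdh9 sites summed gave 949.5 ± 24.83 (SD, n = 4) normalized counts in controls and 1074 ± 86.13 (SD, n = 4) in cannabis-exposed rats, a log2 fold change of 0.175 (standard error 0.171, P = 0.325 from limma, P = 0.0857 by the exact permutation test). With any single library left out, the log2 fold change at the first site stayed between 1.885 and 2.598. The paper singles out Pcdh9 because its sites changed in opposite directions. Among all limma sites with P under 0.01, Ctnna2, Il1rapl1 and Sox5 had sites in both directions too.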

### Acute cannabis exposure impacted gene expression on identified DE-APA transcripts

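At the Slc6a3 site, which Table S2 places at the transcript end (distal) and Table 1 lists as intronic, on chromosome 1 of Rnor_6.0 from 32321563 to 32321583, cannabis-exposed rats had 31.76 ± 21.96 (SD, n = 4) normalized counts and controls 270.2 ± 35.98 (SD, n = 4). The log2 fold change was -3.300 (standard error 0.418, P = 8.94e-08 and adjusted P = 0.00879 from limma, P = 0.0286 by the exact permutation test), the smallest P in limma of all 98356 sites. It was -3.708 with the replicate number as a block and moved most with a pseudocount of 10, tried after the files arrived, to -2.889. It was between -3.685 and -2.965 with each library left out. The distal Th site on chromosome 1 from 216072999 to 216073039 had 117.0 ± 42.86 (SD, n = 4) against 304.8 ± 46.59 (SD, n = 4) normalized counts, a log2 fold change of -1.435 (standard error 0.314, P = 0.000158 and adjusted P = 1.00 from limma, P = 0.0286 by the exact permutation test). The lower Pcdh9 site fell from 13.11 to 3.436 normalized counts, means of 4 controls and 4 cannabis-exposed rats.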

Within the 35 differentially expressed APAs that were down regulated, cannabis exposure reduced APA insertions on mRNAs that regulate glutamate neurotransmission, dopamine signaling, and synapse formation including: *Grid2, Slc6a3, TH, Nrxn1*, and *Pcdh9* (p < 0.01) (Fig. 4A–F). We next independently validated mRNA abundance to corroborate the functional relevance of reduced APA among these transcripts. Results indicate that attenuated APA events secondary to cannabis exposure led to reduced abundance of *Slc6a3* (p < 0.05; two-tailed t-test) and *Grid2* mRNA, however, *Grid2* did not reach statistical significance. The abundance of *TH, Nrxn1*, and *Pcdh9* were unaltered relative to air-treated controls (Fig. 5A–F).

**Figure 4:**
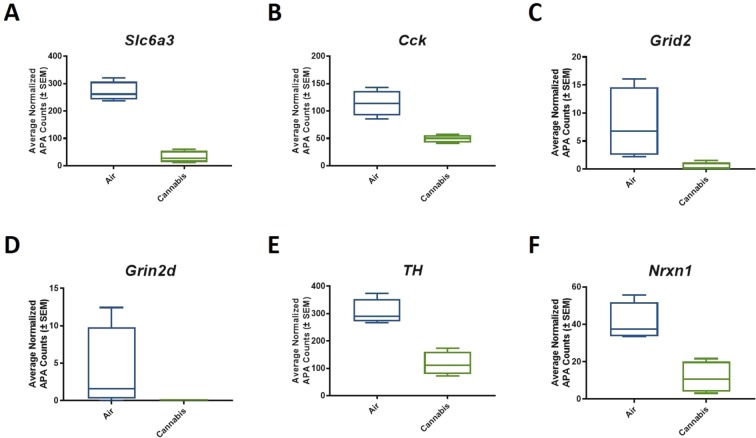
Significant pathways from the functional ontology were selected to have closer inspection of genes associated with vaporized cannabis treatment. This analysis revealed that vaporized cannabis exposure selectively reduced APA events (p-value = p < 0.01) on mRNA transcripts that regulate glutamate transmission such as (**A**) *Slc6a3*, (**B**) *Cck*, (**C**) *Grid2*, (**D**) *Grin2d*, (**E**) *TH*, and (**F**) *Nrxn1*.

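Slc6a3, Th and Cck each had 1 site in the files, so the site and the gene cannot be separated there. Grin2d had 2 sites, and their reads were summed. The Grin2d total was 85.50 ± 22.32 (SD, n = 4) normalized counts in cannabis-exposed rats and 79.75 ± 16.63 (SD, n = 4) in controls, a log2 fold change of 0.090 (P = 0.731 from limma, P = 0.6571 by the exact permutation test). This total did not differ by more than the spread between rats. As a share of the Grin2d reads, the site was 4.30% ± 5.57 in controls and 0.00% in cannabis-exposed rats (SD, n = 4; exact permutation test, P = 0.1429, and 0.1429 after Benjamini-Hochberg adjustment over 13 site shares), and 3 reads make up 1.695% to 10.0% of the Grin2d reads of a library, so a smaller share was not detectable at this depth. With the replicate number as a block, the Grin2d total changed sign, to a log2 fold change of -0.019. From the counts at the single sites, the paper concludes that cannabis selectively reduced APA events on these transcripts.

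**Figure D3:**
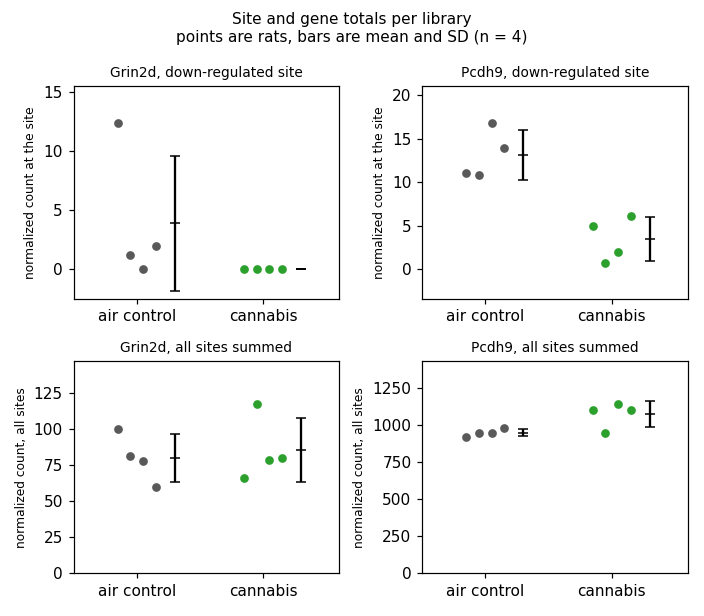
Normalized counts per rat at a down-regulated site (top row) and summed over all sites of the gene (bottom row) for Grin2d and Pcdh9. Points are single rats, 4 air-treated controls in grey and 4 cannabis-exposed rats in green, and bars are the mean and SD. The Pcdh9 site means are 13.11 in controls and 3.436 in cannabis-exposed rats, while the Pcdh9 totals are 949.5 and 1074.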

**Figure 5:**
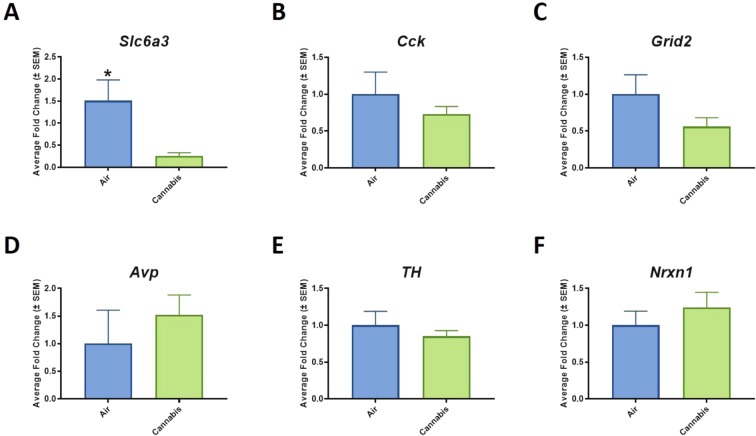
Reduction of APA events and mRNA abundance in cannabis exposed rats. Specifically, reduced APA led to down-regulation of (**A**) Slc6a3, (**B**) *Cck*, (**C**) *Grid2*, and (**E**) *TH*. Although all were reduced relative to air-treated controls, only *Slc6a3* reached statistical significance (F_1;14_ = 5.9377, p = 0.0299). In contrast, (**D**) *Avp* abundance increased relative to air treated controls, and (**F**) *Nrxn1* did not differ from air-treated controls.

## Discussion

The goal of the present study was to determine how vapor cannabis exposure influences transcriptome function in a brain region that regulates feeding behavior. From these efforts, several significant findings emerged. First, our data indicate that cannabis can promote feeding in the presence or absence of a caloric need, a phenomenon that occurred over a short duration of time following a single exposure to cannabis. Second, we aligned this behavioral response with differentially expressed APA events, functional RNA abundance, and PPI in the hypothalamus, thereby informing novel post-transcriptional mechanisms that may contribute to cannabis induced feeding behavior. In this regard, cannabis reduced APA on mRNA transcripts implicated in excitatory synapse function and dopaminergic signaling. Collectively, these data indicate that pulmonary inhalation of the cannabis plant alters the genetic landscape of appetite regulatory brain regions.

Our novel system represents one of a limited number of attempts^36,37^ to design a preclinical rodent model with high face validity for vaporization of the cannabis plant. Cannabis contains hundreds of cannabinoids – offering many possible effects beyond those observed from THC, or CBG, phytocannabinoid derivatives that stimulate appetite in patients and rodents^38–42^. To this point, previous studies have indicated that botanical drug substances have greater benefits than the individual extracted cannabinoids^43–45^, highlighting the potential value of whole plant matter cannabis for appetite stimulation. In this context, pulmonary inhalation is the most widely used route of administration by cannabis users^46–51^. In the present study, we detected elevated plasma THC levels in cannabis exposed rats 10 min after vapor exposure. Importantly, cannabis exposure increased both homeostatic food intake in free feeding rats and hedonic food intake in behaviorally sated rats. The nature of feeding behavior following vapor cannabis exposure included a delayed onset and short duration, effects supported by previous studies using injection of phytocannabinoid derivatives^52,53^. Thus, consistent with previous reports, a delayed onset of appetite and short-term duration of feeding are common features to both phytocannabinoid and vapor cannabis-induced appetite.

Our next goal involved understanding how a behaviorally characterized dose of cannabis altered the genetic landscape within the hypothalamus. The functional ontology analysis we performed revealed that cannabis exposure selectively reduced APA on mRNAs as opposed to other biotypes. We detected APAs within multiple regions of affected transcripts following cannabis exposure. 

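Among the 59 sites of Table 1, 9 of the 24 sites higher in cannabis-exposed rats (37.5%) and 12 of the 35 lower sites (34.3%) are listed as intronic. Table S2 gives the Slc6a3 site as distal where Table 1 has intronic, and with the class of Table S2 the lower sites include 11 intronic ones (31.4%). All 59 sites kept their direction in limma, a fit of the same libraries in which they were chosen. P in limma was from 4.51e-05 to 0.224 among the higher and from 8.94e-08 to 0.117 among the lower sites.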

For instance, cannabis exposure resulted in an equal amount of intronic APA sites in transcripts that were up (35%) or down-regulated (35%). 

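In Table 1, extended distal sites were 3 of 35 lower sites (8.6%) and 0 of 24 higher sites, and extended exonic sites were 4 of 35 (11.4%) and 1 of 24 (4.2%). Exonic sites were 11 of 35 (31.4%) and 10 of 24 (41.7%), and distal sites 5 of 35 (14.3%) and 4 of 24 (16.7%). The shares were thus larger among the lower sites by 8.6 percentage points for extended distal and 7.3 for extended exonic sites, and larger among the higher sites by 10.2 for exonic and 2.4 for distal sites. With the Slc6a3 site counted as distal, as in Table S2, 6 of 35 lower sites were distal (17.1%), against 16.7% of the higher sites, so that the direction for distal sites changed. The classes are those of the paper. Each of the 59 sites was found in the files with the same direction in limma, which used the same libraries and so adds no support.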

However, more extended distal APA sites (p sites, by 3%) and more extended exonic APA sites (e sites, by 9%), but less exonic APA sites (c sites, by 8%) and less distal sites (o sites, by 4%) were triggered by cannabis exposure. It has been proposed that use of distal Poly A sites preferentially place longer transcripts under negative regulatory control by miRNAs, whereas the loss of distal APAs spares transcripts from miRNA regulation^54^. Our data show that novel use of genome sequences (extended exonic APA sites and extended distal sites) was reduced by cannabis exposure. One interpretation of these results is that acute cannabis exposure protects hypothalamic mRNA transcripts from miRNA regulation by reducing distal APA events, a contention that requires further experimental validation by artificially manipulating APA events.

The majority of APA events on protein-coding mRNAs occurred on transcripts responsible for regulating synaptic transmission. Specifically, we observed a significant decrease of APA events on multiple transcripts implicated in dopaminergic neurotransmission, such as *Slc6a3*, the dopamine transporter, which is tightly linked to addiction vulnerability and feeding behavior^55–59^ and on tyrosine hydroxylase (TH), the rate limiting enzyme for dopamine production^60^. This observation becomes relevant when considering that acute THC exposure promotes dopamine efflux in the brains of humans and rodents^61–65^. Our data highlight cannabis-induced APA as a novel genetic mechanism that potentially regulates CNS dopamine function. Vapor cannabis exposure also decreased APA events on *Grid2* and *Grin2d*, ionotropic glutamate receptors that regulate excitatory synaptic transmission^66,67^. Interestingly, we detected decreased APA events on *Nrxn1*, a transcript involved with synaptic plasticity^68–70^ and clinical nicotine dependence^71^. Future studies that focus on manipulating APA sites will determine the functional relevance of this process for overall cellular function and *in vivo* behavior.

In terms of functional relevance of APA events, cannabis exposure led to significant down-regulation of *Slc6a3* and decreased RNA abundance for all transcripts except *Grid2d* (not measured) and *Nrxn1*, which increased relative to air controls however these measures did not reach statistical significance. These data suggest that APA events are sometimes coupled with mRNA abundance changes at an acute timepoint following cannabis exposure. In this regard, it is possible that monitoring mRNA abundance and/or stability at later time points following cannabis treatment may have yielded tighter coupling to APA events. These contentions notwithstanding, our PPI analysis uncovered a protein interactome where TH, Ctnna2, and Nrxn1 served as hubs between APA identified transcripts involved in dopamine signaling, cell adhesion, and synapse formation, respectively.

The present findings align with previous reports detailing the effects of exogenous THC on the brain and may offer a further integration of the genetic mechanisms that influence cannabinoid effects on neurobiological function. For example, work from Miller *et al*. reported that adolescent THC exposure stimulated gene expression changes in transcripts such as *Pcdhac1* and *Slc441a*, synaptic transcripts that code for proteins with highly similar functions to those identified by our APA analysis^72^. Further work from the same group examining transgenerational THC exposure in the ventral and dorsal striatum identified genetic expression differences in *Grin1*, *Grin2A*, *Grin2B*, *Gria1*, and *Gria2*^73^, one of the first studies to show that exogenous THC exposure modifies glutamatergic signaling. In that study, THC induced genetic expression differences in the brain by differential methylation in the nucleus accumbens, a pre-transcriptional regulator of gene expression^73^. The data we present here suggest that cannabis targets APA as a mechanism to regulate glutamatergic transcripts following transcription and that this process is rapid. Similar to functional expression changes brought about by methylation, our analyses identified post-transcriptional differentially expressed APA events as a possible regulator of mRNA abundance. Our APA data become particularly intriguing when considering prior preclinical work that report endogenous surges of glutamate in the arcuate nucleus (ARC) as mice consume palatable food^74,75^. Moreover, a newly recognized population of dopamine neurons in the ARC has received attention for their ability to stimulate food intake^76–78^. When viewed collectively, these data support the notion that the pathway targets of cannabis may be biologically conserved across brain regions, whereas the genetic regulation of each pathway takes multiple forms.

In conclusion, our studies demonstrate that pulmonary inhalation of cannabis vapor is sufficient to promote appetite. Cannabis-induced feeding was defined by a delayed onset and short duration. A behaviorally relevant dose of cannabis led to decreased APA in the hypothalamus, reflected in a functional decrease in key protein-coding RNA transcripts linked to dopaminergic neurotransmission. Collectively, our data highlight the ability of vapor cannabis exposure to rapidly target an RNA processing mechanism linked to regulation of brain transcriptome function.

## Methods and Materials

### Animals

Male Long-Evans rats (Harlan, IN) weighing 275–300 g were used as experimental subjects. All rats were maintained on given *ad libitum* chow and water except when indicated. Rats were housed in an environmentally controlled vivarium on a reverse light cycle and acclimated for 1 week prior to experimental manipulations. All work adhered to Institutional Animal Care and Use Committee (IACUC) guidelines at Washington State University (WSU), and all experimental protocols used in the study were approved by the Animal Care and Use Committee at Washington State University (WSU IACUC 6523 and 6527).

### Diets

Rats were maintained *ad libitum* on regular rodent chow (3.41 kcal/g, LabDiet 5001) while in their home cages. Chocolate-flavored Ensure (1.8 kcal/g) was provided to measure hedonic feeding behavior.

### Apparatus

Vapor chambers were constructed by attaching a cannabis vaporizer (VapirRise 2.0, Vapir Inc., Santa Clara, CA) to sealed positive ventilation rodent shoebox cages (Allentown Inc., Allentown, PA) as illustrated in Fig. 1A. The measurements of the Allentown positive ventilation rodent shoebox cages are as follows: base dimensions 14 in × 10 in × 7 in; lid dimensions 14 in × 10 in × 2.5. The flow rate of the VapirRise 2.0 was less than 1 L/min and cannabis plant matter was combusted at 360 °F.

### Cannabis

Dry plant matter *cannabis sativa* (7.8% THC, 0.5% CBD) classified as “bulk marijuana” was obtained from NIDA Drug Supply (Research Triangle, NC). Cannabis consisted of ground whole plant matter, with large stems removed for combustion in the Vaporizer 2.0 apparatus, as described above.

### General procedure

For each experiment, rats (n = 8/group) were habituated to the vapor chambers (Fig. 1) for 10 min across 5 days prior to any experimental manipulation. On test days, the rats were exposed to cannabis (7.8% THC, 0.5% CBD, whole plant matter, NIDA drug supply, Research Triangle, NC) vaporized over a 10 min period. Control rats were placed into an identical apparatus with an unfilled vaporizer and served as “air-treated” controls. Following establishment of the dose-response, plasma was collected to measure THC concentration from a subset (n = 4/group) of rats. For this experiment, plasma THC measures were performed following exposure to a behaviorally relevant cannabis dose (800 mg) that stimulated food intake.

For assessment of hedonic feeding, behaviorally sated rats were given access to chocolate flavored Ensure for 4hrs following air or vapor cannabis exposure. We used the behavioral assessment of hedonic feeding to guide measurement of hypothalamic APA events in a separate cohort of male rats (n = 8/group). For APA analysis, free feeding rats were exposed to cannabis and food was removed for a 1 hr period prior to collection of hypothalamic tissue for WTTS-Seq analysis. A third cohort of rats (n = 8/group) was exposed to an identical cannabis-dosing/food restriction paradigm served as a biological replicate for measurement of hypothalamic RNA abundance.

### Experiment 1: dose determination – cannabis-induced feeding response & plasma THC

To determine a dose-response for food intake, free-feeding male rats (n = 8) were exposed to 200 mg, 400 mg, and 800 mg of vaporized cannabis and chow intake was measured over a 2 hr period. Following behavioral characterization, plasma levels of 11-nor-carboxy-Δ-9-tetrahydrocannbinol (THC), the most abundant metabolite of Δ-9-tetrahydrocannbinol, were analyzed in a separate cohort of male LE rats (n = 4/group) using a Max Signal THC ELISA kit (Bio Scientific #5013, Austin, TX) at 10, 30, and 60 following cannabis exposure. No food was offered during THC measurements.

### Experiment 2: cannabis and hedonic appetite

We used our “dessert effect” paradigm^34,35^ to measure hedonic intake of palatable food or feeding in the absence of caloric need. To accomplish this, rats were nutrient deprived for 20hrs then subsequently resupplied with unlimited access to standard rodent chow for 2hrs to induce behavioral satiation. After behavioral satiation, rats were exposed to 800 mg cannabis then provided with a highly palatable liquid diet (chocolate flavored Ensure). Chow and ensure intake were then measured every 30 min for 4hrs. To reduce neophobia, all rats were exposed to a small amount of Ensure prior to the test. As in previous studies utilizing this dessert effect paradigm, rats require no training to complete this task^21,34,35,79,80^_._

### Experiment 3: hypothalamic APA events following cannabis exposure

In this experiment, APA events were measured in hypothalamic tissue collected 1 hr following vaporized cannabis exposure. Specifically, upon sacrifice, whole brains were flash frozen in 2-methlybutane, and the hypothalamus was micro-dissected out. Total RNA was isolated from hypothalamic samples with TRIzol Reagent (650 μL/sample, Life Technologies Corp., Carlsbad, CA). DNA was removed by treating total RNA with DNase (AM1906, Ambion) to prevent DNA contamination. Total RNA quantity was measured with the Quant-It RiboGreen RNA Assay Kit (Life Technologies Corp., Carlsbad, CA) and quality assessed by fragment analysis (Advanced Analytical Technologies, Inc., Ankeny, IA).

### Wtts-seq library construction

In the present study, we used our WTTS-Seq protocol^23,81^ to construct libraries for all rats. For each individual sample, 2.5 μg of total RNA was chemically fragmented using RNA fragmentation buffer (AM8740, Ambion) as the first step, then enrichment of poly(A) + RNA was accomplished with Dynabeads oligo(T) magnetic beads (61002, Ambion) followed by reverse transcription with SuperScript III Reverse Transcriptase (18080, Invitrogen) to synthesize first strand cDNA. Next, both 5′- and 3′- adaptors were added to fit the Ion Torrent sequencing platform. All RNA molecules were removed by both RNases H (M0297L, NEB) and I (EN0601, Thermo Scientific) to prevent contamination, 250–500 bp first-strand cDNA molecules were selected with solid-phase reversible immobilization beads (A63880, Beckman Coulter), and second-strand cDNA was synthesized by PCR. Lastly, all libraries were sequenced using an Ion PGM™ Sequencer at Washington State University.

### Read filtration, mapping, and APA predication

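After the authors' filtering, mapping and clustering, the 8 libraries held 20734916 reads on the 98356 APA sites in the files, 43.4% of the raw reads the paper gives. Single libraries had from 1159811 reads (air control replicate 4) to 3706778 reads (cannabis replicate 2) on sites. The 10 sites with the most reads held from 11.93% to 14.83% of the reads of a library. The authors' size factors, recovered from the values, were 0.5035 and 1.5054 for these libraries. The files hold no raw reads, so the number of raw reads per library was not computed.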

Sequencing of 8 WTTS-seq libraries yielded a total of 47,803,583 raw reads, ranging from 2,457,707 to 9,828,283 reads per sample. Raw reads with a minimum of 50% bases covered at 90% identity (Q10) were filtered with the FASTX Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) to produce high-quality reads. According to our WTTS-seq method’s strand-specific feature, in-house Perl scripts were applied to trim all Ts (thymine(s)) at beginning of each read and keep at least 16nt long reads for mapping, which produced 47,678,618 reads and 46,668,933 reads, respectively. The rat reference genome in FASTA format and annotation file in GFF format were downloaded from NCBI (https://www.ncbi.nlm.nih.gov/genome/term = rat) with the version Rattus norvegicus Rnor_6.0 (Annotation Release 106). TMAP (version 3.4.1, https://github.com/iontorrent/TMAP) was chosen as the mapping tools to complete all read mappings. The polyadenylation adjacent site was defined as the first nucleotide of each trimmed read, and then it was clustered with others that are within a 24-nt window. After clustering, all polyadenylation sites were determined as predicted APA sites^23,81^.

### Cannabis-induced APA gene annotation in rats

The Cuffcompare program (version 2.2.1) was used to assign gene information to each predicted APA site, gene biotypes and class codes are also included. Genome level information contained scaffold number, strand direction and 5′- and 3′-end coordinates on each chromosome, while gene level information included ID number, strand, biotype, symbol, and transcript ID for each APA site.

### DE-APA data annotation, pathway enrichment

The DESeq. 2 package (https://bioconductor.org/packages/release/bioc/html/DESeq. 2.html) was used to identify DE- APAs between the cannabis exposed condition and controls. Quality control mapping (MAPQ < 70) was applied to avoid low mapping reads resulting in 123 differentially expressed APAs with relatively low mapping quality that were removed. We selected differentially expressed APAs with significant p-values of 0.05. If the average expression levels of differentially expressed APAs under the cannabis condition were greater than differentially expressed APAs in the control condition, their fold changes were set up as the positive values (the former average divided by the latter average). If differentially expressed APAs were up-regulated in the control condition relative to the cannabis exposed condition, their fold changes were designated as negative values. Both gene sets associated with differentially expressed APAs that were up or down-regulated in cannabis exposed condition were used together as inputs into the Metascape program for both pathways. The UCSC Genome Browser (Kent, W. J. *et al*. 2002, http://genome.ucsc.edu/) and BLAT (Kent, W. J. *et al*. 2002, http://genome.ucsc.edu/) were used *in silico* validation to confirm all valid differentially expressed APAs at the gene level.

### Experiment 4: functional independent validation of APA reads

To independently validate the APA reads, we utilized real time quantitative PCR (RT-qPCR). For RT-qPCR validation, total RNA from cannabis and air treated rats (n = 8/group) was extracted using a Qiagen RNeasy Micro Kit (Qiagen, MD) according to the manufacture’s protocol. Total RNA was quantified using a Nanodrop 2000c spectrophotometer, and a High Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems, CA) was utilized to reverse transcribe complementary DNA (cDNA). Following a 15-fold dilution with DEPC water, template cDNA was mixed with Fast SYBR® Green Master Mix (Applied Biosystems, CA) and primers, and then assayed in triplicates on a 96 well plate with appropriate negative controls to detect contamination. RNA expression was measured with a ViiA 7 RT-qPCR system (Life Technologies Corporation, NY) for Rn45s (housekeeping gene), Slc6a3, Grid2, TH, Nrxn1, and Pcdh9. The 1:100 diluted primers (IDT, San Diego, CA, USA) were as follows: *Rn45s*, left-GTGGAGCGATTTGTCTGGTT and right-CGCTGAGCCAGTTCAGTGTA; *Slc6a*, left- TGTGAGGCATCTGTGTGGAT and right-GGTGGTGATGATTGCGTCTC; *Grid2*, left- TCTTGCCGCTTTCCTCACTA and right-CTGCGGAATCCAAGACTGTG; *Nrxn1*, left- GTCCGAGATGTCCACCTCAA and right-ATCCGTGGTCTGGCTGATAG; *TH*, left- CAGTACAAGCACGGTGAACC and right-TAGCATAGAGGCCCTTCAGC and *Pcdh9*, left- TCTCAGCGTCGTGTTACCTT and right-GGTGTGAGATCAGGGTTCCA. A melt-curve analysis was included on all qPCR assays to ensure primer specificity. A 2^ΔCt^ method was utilized for relative quantification of target transcript, and results were normalized to controls.

### Statistical analysis

Food intake was analyzed by univariate analysis of variance (ANOVA). All statistical comparisons were conducted at 0.05α level. The DESEq. 

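In the limma fit of all 98356 sites, 1 site, in Slc6a3, had a Benjamini-Hochberg adjusted P under 0.1, at 0.00879. The second lowest adjusted P in limma was 0.364. By the paper's own values in Table S2, 4 of the 309 sites have an adjusted P under 0.1. The number in limma was 7 with the replicate number as a block and ranged from 0 to 5 across the 8 fits that each left out 1 library.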

2 package in R was used to normalize raw reads among samples, separate transcriptome profiles within and between treatment groups and to identify differentially expressed APAs with Padj (corrected) <0.1. All APAs, including the differentially expressed APAs were further annotated using the HOMER (v4.9) software suite (http://biowhat.ucsd.edu/homer/) to determine mapping locations, including TTS (transcription terminal site, by default defined from −100 bp to +1 kb), exons, introns, 3′UTR, 5′UTR, TSS (transcription start site, by default defined from −1 kb to +100 bp) and intergenic regions. The protein coding genes associated with the differentially expressed APAs were then used as input in the Metascape program and pathways were enriched using “GO Biological Processes”^8^. Protein-protein interaction networks were identified using the STRING database (https://string-db.org/)^37^ and visualized using the graphical network Cytoscape software (version 3.5.1.). The χ^2^ test was used to detect significant differences among or between categories using R. In addition, the raw WTTS-Seq reads have been submitted to The NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession no GSE100349.

### Accession codes

WTTS-Seq data for this study can be found at the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession code no GSE100349

## Supplementary information

Dataset 1

Dataset 2

How the deposited data were processed for this re-analysis (not part of the article)

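Hypothalamic RNA of 4 rats exposed to vaporized cannabis for 10 min and 4 air-treated controls, collected 1 hr after exposure, was sequenced by WTTS-Seq. Conditions and replicate numbers were taken from the sample labels and the paper. The authors filtered the reads with the FASTX Toolkit, trimmed leading Ts, mapped the reads with TMAP to Rnor_6.0, clustered read ends into APA sites, kept sites with at least 16 reads and assigned sites to genes with Cuffcompare. The values the authors deposited are normalized counts per APA site, made by dividing the reads on a site by the DESeq2 size factor of the library, in 1 file per library without pooling. These steps were taken as they stand. The paper's later removal of differentially expressed sites with low mapping quality was not repeated.

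From the deposited normalized counts, the number of reads was recovered in each library by dividing by the smallest step between values. The 8 libraries had from 1159811 to 3706778 reads on 98356 sites, and a median site had 34 reads over all libraries, so a log2 fold change of such a site has low precision. A single read was worth from 0.664 to 1.99 normalized counts. Gene totals were sums over all sites with the same gene symbol. Positions and location classes came from the paper's tables, whose rows were matched to the files by symbol and values. Chromosome numbers follow the order of the reference sequence records in those tables.

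The design written before the files arrived assumed raw counts and a test for them, but the files hold normalized counts, so sites were tested on a log scale. Sites were tested with lmFit and eBayes with a mean-variance trend in limma 3.58.1 (R 4.3.3) on log2(normalized count + 1), cannabis-exposed rats against controls, without covariates. The pseudocount and the trend were chosen after the files arrived. Fold changes are on this log2 scale, which understates the change of sites with low counts. P from limma is given for single sites, with Benjamini-Hochberg adjustment over the 98356 sites, and thresholds of 0.01 for P and 0.1 for adjusted P follow the paper. Single comparisons of 4 against 4 rats also had an exact permutation test, whose smallest P is 0.0286. Location classes were compared with Fisher's exact test, and shares of sites have 95% Wilson confidence intervals. The smallest share taken as detectable in a library is that of 3 reads. The flagged Ctnna2 and Rgs7 shares from 1 read lie below it. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

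The limma fit was tested on simulated reads for the same sites and libraries, with 200 sites of at least 20 mean normalized counts changed by 2 on the log2 scale. It found 90% of the changed sites at P under 0.01, with the right direction in 100%, and 0.9% of the unchanged sites passed. Every site had the same negative binomial dispersion, 0.2, and the libraries were independent. Of the 375 real sites with P under 0.01, 247 had a mean under 10, so these rates do not carry over to them. The simulated reads were recovered from their normalized counts without error, which their exact step made certain.

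Apart from a further Pcdh9 site taken from the main fit, the sites named in the text were set before the files arrived. They are the 59 sites of Table 1, summarised together, with full values for the sites of Fig. 4, for Pcdh9, Avp and Oxt, for the genes the paper names in its network (Rgs7, Ywhab, Gprasp1, En1, Ctnna2), and for the 5 sites with the smallest P in the main fit. Values of some of the sites and genes under this rule are not reported here, and the counts over Table 1, Table S2 and all sites include them. Alternatives were the replicate number as a block, each library left out in turn, a threshold of 0.05, and settings added later: pseudocounts of 0.1, 0.5, 2, 5 and 10, a mean of at least 10 normalized counts, limma-voom on the recovered reads, the log2 size factor as a covariate, scaling to equal totals and eBayes without trend. Feeding, THC levels, RT-qPCR, pathway and network results have no data in the files analysed here and were left out.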

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

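In groups of 4 libraries, the highest or lowest value was compared with the nearest other value relative to the range of the group (Dixon's ratio, against its 95% critical value for 4 values). Of 86 groups tested among the results reported here, 12 were flagged, where chance alone gives 4.3. The groups are not independent, as a site, its share and its gene total hold the same reads. In 7 of the 12 the far value was cannabis replicate 5. A flag is a reason to look at a value again.

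Some flags rest on 1 read. At the Ctnna2 site cannabis replicate 5 had 0.8 normalized counts and the other cannabis libraries 0.0, a share of 0.07% of the Ctnna2 reads, from 1 read. The Rgs7 share of cannabis replicate 1 was flagged at 0.0% against 0.23% to 0.25% in the other cannabis libraries, a difference of 1 read. A single read always falls in 1 library, so the depths give no test of these flags, and no biological explanation was tested for these sites.

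Larger values of cannabis replicate 5 were flagged at sites with the smallest P in limma. At the Ulk2 site it had 39.2 normalized counts where the other cannabis libraries had from 0.0 to 1.3, a share of 34.93% of the Ulk2 reads against at most 1.59%. At the Adssl1 site it had 53.0 against 0.0 to 2.5, and its Adssl1 gene total was 53.0 against 2.0 to 8.7. At a site without a gene symbol it had 143.6 against 5.9 to 15.3, and there air control replicate 4 was also far from the other controls, at 810.3 against 174.8 to 199.4. A swap or a mixture of cannabis replicate 5 with a control was tested on the 227 sites with P under 0.01 in the limma fit without that library. It lay nearer the control mean at 54.6% of them, which meets the prediction for a swap. However, each of the 8 libraries lay nearer the other group at 52.8% to 74.9% of the sites chosen without it, so this test does not single out cannabis replicate 5, and a swap can be neither named nor excluded. The prediction was written after the flags were seen. An earlier form of the test counted the lower sites of the main fit where cannabis replicate 5 was the only highest cannabis library (17.3%), and it was replaced because those sites had been chosen in a fit that includes this library. A variant carried by single rats could also change a site, but it was not tested, as no sequence was available. These explanations remain open.

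Single controls make up the remaining flags. Air control replicate 4, the library with the fewest reads, had 57.6 normalized counts at the Ywhab site against 4.8 to 10.2 in the other controls, 7.46% of the Ywhab reads against 0.54% to 1.34%. Air control replicate 1 had 12.4 at the Grin2d site against 0.0 to 2.0. No explanation was tested for these flags.

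Among sites outside Table S2, those higher in every cannabis library than in every control library were also searched. With an adjusted P under 0.1 in limma there were 0. At P under 0.01 there were 51. The first cutoff tried was a P of 0.001 in limma, which gave 1 site, and it was replaced by the adjusted threshold of the design after that site had been seen.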

How the results depend on the processing

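The designs, the replicate block, the fits without single libraries, the threshold of 0.05, the class and marker alternatives and the named sites were set before the files arrived. All other settings were chosen after seeing the data: the pseudocounts, the mean filter, limma-voom, the covariate, equal totals, eBayes without trend and the chi-square test of the Table S2 sites. The edgeR quasi-likelihood test, the DESeq2 Wald test, RLE factors and filterByExpr in edgeR, and a class test on DESeq2 sites had been set before. They were not run. The files hold normalized counts, but whole reads were recovered from them and used in limma-voom, so leaving these tests out was a choice. A cutoff of 10 reads and no filter were not run, because the files hold only sites with at least 16 reads, and shares over such sites are identical to the main ones.

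A named result counts as unchanged when it kept its direction and its side of the P threshold, whatever its size. Of the 16 named site results 8 were unchanged in this sense under every alternative in which they were tested. The filter on a mean of at least 10 normalized counts tested 11 of the 16, and Grin2d was not among them. The 8 included Slc6a3, En1, Th and the higher Pcdh9 site of Table 1, which had P under 0.01 throughout in limma. They also included Grin2d, whose P was never under 0.01 where it was tested. The log2 fold change of Grin2d ran from -3.762 with a pseudocount of 0.1 to -0.397 with a pseudocount of 10. Of the 14 gene totals 10 were unchanged. The adjusted P of the Slc6a3 site was not under 0.1 in every fit, as 0 sites were under 0.1 without air control replicate 1, with the mean filter, with a pseudocount of 0.1 and without the trend. Of all 637 alternative rows for sites, gene totals and shares, 558 were unchanged, 60 weaker, 11 stronger and 8 reversed.

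With the replicate number as a block, there were 229 sites with P under 0.01 (148 lower) and 7 with adjusted P under 0.1, against 375 (254 lower) and 1. Of the sites of Table 1, 24 had P under 0.01, against 37, and of Table S2, 68 against 193. The block leaves air control replicate 4 and cannabis replicate 5 without a partner, so 3 pairs carry the estimate. The block reversed the gene totals of Grin2d (-0.019) and Ywhab (-0.029), both near 0 in the main fit.

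Across the 8 fits that each left out 1 library, there were 227 to 617 sites with P under 0.01, 90 to 446 lower and 70 to 237 higher, and 0 to 5 with adjusted P under 0.1. In genes there were 51 to 232 lower and 46 to 166 higher sites. Of Table 1, 21 to 32 sites passed, and of Table S2, 84 to 185. The gene totals of Grin2d (-0.073 to 0.206) and Ywhab (-0.037 to 0.197) changed sign in some of these fits. Reversed values were those of Grin2d (-0.041 without air control replicate 4, -0.073 without cannabis replicate 2) and Ywhab (-0.003 without air control replicate 3, -0.037 and -0.014 without cannabis replicates 3 and 5). Their main values were smaller than their standard errors, so the sign is not determined at this depth.

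With a mean of at least 10 normalized counts, 22164 sites were tested and 44 had P under 0.01 (33 lower, 11 higher; 22 and 9 in genes), 0 with adjusted P under 0.1, 15 of Table 1 and 38 of Table S2. Of the 375 sites of the main fit 247 have a mean under 10, so leaving these out does not by itself account for the drop to 44. A pseudocount of 0.1, which widens the spread of sites with few reads, gave 138 (102 lower, 36 higher; 64 and 26 in genes), 0 with adjusted P under 0.1, and 113 of Table S2. With limma-voom there were 66 higher sites, 51 in genes, and 123 of Table S2. Without the trend there were 238 lower and 206 higher sites, and 0 with adjusted P under 0.1. In genes there were 131 lower and 136 higher sites in that fit, so the excess of lower sites was not seen in genes. The log2 size factor as a covariate gave 2 with adjusted P under 0.1 and reversed the total of Grin2d (-0.009). At P under 0.05 there were 2981 sites, 1734 lower and 1247 higher.

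The class comparison gave P = 0.132 by Fisher's exact test on the limma sites with a known class, a comparison that is void because only 57.2% of the sites have one. On the sites of Table S2 it gave P = 0.0214, and the chi-square test of the same sites gave P = 0.0188. The midbrain marker score, -0.287 in the main setting (exact permutation test, P = 0.0286), was -0.361 with a pseudocount of 0.1 CPM (exact permutation test, P = 0.1429) and from -0.349 to -0.227 with each library left out. By the exact permutation test P stayed at 0.0286 without any single control and was 0.0857 without any single cannabis library. With a cutoff of 16 reads in at least 1 library, 32212 of the 98356 sites remained.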

Differences from the paper's values

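The paper gives 66 up-regulated DE-APA sites, and limma gave 121. The paper's methods also removed differentially expressed sites of low mapping quality, at a step they do not make clear. No such filter was applied here, so the counts may cover unlike sets of sites. Of the alternatives set before the files arrived, the replicate block (81) and the fits without cannabis replicate 2 (83) or replicate 5 (70) fell within 1.5 times the paper's number, and the others did not. Of the settings chosen after seeing the values, a pseudocount of 0.5 (94) and limma-voom (66) did. For up-regulated sites in genes the paper gives 50, and limma gave 83. The block (56) and the fits without cannabis replicate 2 (59) or replicate 5 (46) came within the same range, as did a pseudocount of 0.5 (65), limma-voom (51) and a pseudocount of 10 (75), which were chosen after seeing the values.

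For the classes of Table 1, the paper gives 3% more extended distal sites and 4% fewer distal sites, where the shares differed by 8.6 and 2.4 percentage points in the same directions. No alternative was set for these shares before the files arrived. With the Slc6a3 site counted as distal, as in Table S2, distal sites made up 17.1% of the lower and 16.7% of the higher sites, so the direction for distal sites changed. For conventional against non-conventional classes the paper gives P = 0.0188, and Fisher's exact test on the limma sites with a known class gave 0.132. Only 57.2% of the limma sites in genes have a known class, under the 80% set for this check, so that comparison is void and the pair of values is given for completeness only. Fisher's exact test on the sites of Table S2, set before the files arrived, gave 0.0214, and the chi-square test on those sites, chosen after seeing the values, gave 0.0188. The chi-square test on the limma sites, at 0.09376, did not reach it.

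Log2 fold changes in Table S2 are compared with limma by the paper's standard error. Of the alternatives set before, the following came within that error. For Gprasp1 the values were -3.40784 in the paper and -2.029 in limma, with the fits without air control replicate 3 (-2.719) and cannabis replicate 3 (-2.291) within it. For Rgs7 they were -3.19793 in the paper and -1.828 in limma, with the fit without air control replicate 2 (-2.271) within it. No alternative set before the files arrived closed the gap for Ctnna2 (the paper's -4.1225 against -2.051) and Grin2d (the paper's -4.6146 against -1.615).

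Settings chosen after seeing the values also reached the paper's log2 fold changes. A pseudocount of 0.1 did so for Gprasp1 (-3.147), Ctnna2 (-4.357), Rgs7 (-3.074) and Grin2d (-3.762). A pseudocount of 0.5, also chosen after seeing the values, did so for Gprasp1 (-2.411), Ctnna2 (-2.706) and Rgs7 (-2.258). So did limma-voom, chosen after seeing the values, for Gprasp1 (-2.291) and Rgs7 (-2.389), and the covariate, chosen at the same stage, for Rgs7 (-2.010).

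The paper lists the sites of Fig. 4 and Table 1 as past its threshold of 0.01, and P in limma was 0.0601 for Grin2d and 0.010 for Rgs7. Table 1 lists the Slc6a3 site as intronic and Table S2 as distal.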

Other observations

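Each of the 35 splits of the 8 libraries into 4 and 4 was fitted with limma in the same way. As many sites with P under 0.01 as in the split by exposure were found in 27 of the 35 splits, the real one included, and with limma-voom in 28. The splits gave from 178 to 2332 sites, with a median of 707, against 375 for the exposure. As many sites with an adjusted P under 0.1 were found in 10 of the 35 splits, as many sites in the larger direction in 25 and as many in the smaller direction in 24. For sites in genes, the larger direction reached 132 in 29 splits and the smaller one 83 in 25. The number of sites past the threshold is therefore no larger than other groupings of these libraries give. The split of the 4 libraries with the fewest reads from the 4 with the most, 2 controls in each, gave 1691 sites and 0 with an adjusted P under 0.1. Only the prediction for the total in limma was written before the files arrived, and the other predictions were written after.

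The excess of lower over higher sites, 2.1 lower sites for each higher one, was compared with technical explanations. After the reads of all libraries were thinned to the same depth 10 times, the ratio had a median of 2.27 (2.14 to 2.56), so the excess remained at equal depth. The thinned reads gave from 522 to 591 sites with P under 0.01 in limma, against 375 in the main fit. From 4 to 10 had an adjusted P under 0.1, against 1. Without air control replicate 1 the ratio was 0.638, and without any other control it was at most 1.68. For a single control library the prediction was a ratio near 1. Without air control replicate 1 the excess went past that to the other direction. The excess therefore cannot be told apart from an effect of air control replicate 1. Leaving out any cannabis library raised the ratio, with 446 lower and 148 higher sites without replicate 1 and 434 and 83 without replicate 2. Without the mean-variance trend, a setting added later, there were 238 lower and 206 higher sites. Both predictions were written before the result was seen.

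A candidate explanation for the lower Slc6a3, Th and En1 sites is a different amount of ventral midbrain tissue in the dissections, as these genes mark midbrain dopamine neurons. The other 15 genes used from a marker list written before the files arrived gave a score (mean of log2(CPM + 1), each gene centred over the libraries) that differed by -0.287 between cannabis-exposed rats and controls, and every cannabis library was below every control library (exact permutation test, P = 0.0286, and 0.2 after Benjamini-Hochberg adjustment over 7 marker sets). Of the 15 genes 11 were lower and 4 higher. A pseudocount of 0.1 CPM gave -0.361 (exact permutation test, P = 0.1429). A change at single polyadenylation sites of these genes could not be tested, since 0 of the 3 genes has more than 1 site in the files. The paper also describes dopamine neurons in the arcuate nucleus, so the score need not be specific to midbrain tissue. By RT-qPCR in a separate cohort, the paper reports significantly lower Slc6a3 abundance and no significant change of TH. That cohort has no data here. The lower score is what a difference in dissection would give. It remains open beside an effect of cannabis, and these 8 libraries cannot tell the 2 apart. These predictions were written before the files arrived.

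For the higher Avp and Oxt sites, a different amount of magnocellular nuclei in the dissections would make both rise together in single libraries. After centring within groups, which is the comparison within exposure, their log2 values over the 8 libraries had Pearson's r = -0.01 (exact permutation test, P = 0.967) and Spearman's rho = 0.143 (exact permutation test, P = 0.7535), and r = -0.343 without the 2 libraries farthest from the median. It was the only such relation computed. With 8 libraries the estimate has low precision. The magnocellular marker score, which includes Avp and Oxt, was higher by 0.403 (exact permutation test, P = 0.0857, and 0.2 after adjustment). It therefore partly restates the rise of these genes. Of its other genes, Pdyn and Otp were higher and Gal, Nnat and Peg3 lower. A marker score for arcuate and lateral hypothalamus neurons was higher by 0.244 (exact permutation test, P = 0.0857, and 0.2 after adjustment). In it 9 genes were higher and 2 lower. The correlation gave no sign of a shared rise within groups. Centring removes a difference in dissection between the groups, so the correlation cannot decide whether there was one. Such a difference and an effect of cannabis on both sites remain open as hypotheses, with other technical explanations not tested.

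Among the 5 sites with the smallest P in limma were 3 that Table S2 does not list. Mapping quality was not available here, so it is not known whether the paper's filter removed them. The Ulk2 site fell from 104.3 ± 84.28 (SD, n = 4) normalized counts in controls to 10.13 ± 19.37 (SD, n = 4) in cannabis-exposed rats, a log2 fold change of -4.788 (P = 1.01e-05 and adjusted P = 0.364 from limma, P = 0.0286 by the exact permutation test). A site without a gene symbol had a log2 fold change of -3.613 (P = 1.78e-05 and adjusted P = 0.439 from limma, P = 0.0286 by the exact permutation test). At the Adssl1 site the log2 fold change was -4.500 (P = 2.85e-05 and adjusted P = 0.507 from limma), and the groups overlapped (exact permutation test, P = 0.0571). These rows have no position in the tables available here.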
